A study of Mus musculus with 6 samples. Its data were reported in "Yap regulates skeletal muscle fatty acid oxidation and adiposity in metabolic disease" (2021).

How the data were processed

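RNA sequencing was performed on nuclei sorted from the hind-limb muscles of male C57BL/6J mice, an inbred laboratory strain. At 8 weeks of age the mice received adeno-associated virus (serotype AAV6) carrying a short hairpin RNA (shRNA) against Yap in the gastrocnemius and tibialis anterior muscles of one limb. The opposite limb received the same virus with an shRNA against LacZ, a bacterial gene that mice lack, as the control. Muscles were collected at day 28, and each replicate pooled 4 gastrocnemius and 4 tibialis anterior muscles. Nuclei positive for PCM1, a protein that surrounds the nuclei of muscle fibres, were isolated by flow cytometry. Ribosomal RNA was depleted and directional libraries were sequenced as read pairs on a NovaSeq instrument.

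The deposited table holds raw counts per gene, which the authors made by trimming reads with Skewer, aligning them to the mouse genome build GRCm38 with STAR and assigning reads of mapping quality 10 or more to genes with featureCounts. Reads were assigned to the whole gene, introns included, so a count reflects unspliced as well as spliced RNA. The authors had removed genes whose average across samples was under 10 reads, and the lowest mean in the table is 10. Reads that overlap more than 1 gene or align to several places can be lost or split between genes in such counting. The name of the table points to strand-specific assignment, whereas the study's methods give default settings apart from the mapping quality, and the default of featureCounts ignores strand. The noncoding RNA gene Gm42418 lies wholly within CT010467.1, yet had a mean of 1133140 counts against 2901.5. Assignment to whole genes that ignores strand would leave the inner gene no reads of its own, so these values argue against it at this locus. Other loci were not examined in this way, so the counts of genes that overlap another on the opposite strand remain uncertain to that extent. Of the genes named singly, these are Yap1, Wwtr1, Tead1, Tead2, Tead4, Ccn2, Glul, Prkce, Acadsb, Fn1, Cd274, Slc18a1, Gm35161 and Htra1. The table has 16436 genes and 6 libraries, and all 16436 gene identifiers were found in the GENCODE M21 annotation of GRCm38, from which gene names, coordinates, gene type and the exonic share of each gene body were taken.

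Libraries were grouped by their labels as LacZ-shRNA (3 libraries) or Yap-shRNA (3 libraries). The counts were tested with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest, two-sided) in R 4.3.3, with trimmed mean of M-values (TMM) normalisation and no covariate. P-values were adjusted by the Benjamini-Hochberg method over all genes, and an adjusted p-value under 0.05 was taken as the threshold. CPM, a gene's counts scaled by library size, are TMM-normalised. The standard error (SE) of a log2 fold change is its absolute value divided by the square root of the F statistic. The replicate number in the sample titles was used as a block in a second fit, because the vectors were given to opposite limbs of the same mice; whether the numbers mark the same pool of mice is not stated. Single measures per library were compared by an exact two-sided permutation test, for which 3 libraries against 3 cannot give a p-value below 0.1.

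Single genes were named by a rule fixed before the data were examined: a list of 29 genes (the knockdown target, Hippo pathway genes, genes and proteins that the study discussed, and sorting markers), and the 5 higher and 5 lower genes with the largest log2 fold change among those under the threshold with a mean count of at least 100 and groups that did not overlap. The 17 gene panels were also written by hand before the data were examined and are not those of a public collection. Panels were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 17 panels. Of the 29 genes, 1 is counted in the totals for the list and is not reported singly here. Ribosomal and mitochondrial genes were singled out after their values were seen.

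The alternatives fixed before the data were examined were the replicate block, 3 other normalisations, filters on mean count, 4 other tests (the edgeR likelihood ratio test, DESeq2 1.42.0, limma-voom and the robust quasi-likelihood test), an adjusted p-value under 0.01, a test against a fold change of 1.5, leaving out each library in turn, 3 other panel tests and leaving out immune panels. Chosen after seeing the data were leaving out ribosomal RNA genes, corrections of each library for its trend with gene length or with transcript GC content (lowess, span 0.3, genes with a mean count of at least 50), both with the replicate block, and thinning of the counts to the smallest library. Transcript GC is that of the annotated transcripts, whereas the counts include introns. The GC correction therefore need not remove a trend with the GC content of the sequence counted. The trend correction was revised once after its first result was seen, because it applied the scaling between libraries a second time; the values given are those of the revised version, in which each library's trend is centred at 0.

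The procedures were tested on simulated counts. With 200 genes changed by 2-fold among 16268 genes, 154 (77%) were recovered and 12 unchanged genes were called. With an added length trend and a 3-fold difference in ribosomal RNA, among 16212 genes, the corrected fit recovered 156 of 200 and called 15 unchanged genes, against 199 without the correction. The 200 genes rose and fell in equal number, and the added length trend was steeper than that of any library. In the data 42.2% of genes passed, with 1895 higher and 317 lower by at least 2-fold. The gene simulations do not cover change of that extent and imbalance. Of 17 panels, the 1 panel raised by 1.5-fold was recovered and no other was called, both at the fixed and at the estimated inter-gene correlation; the simulated genes varied independently, so this does not cover panels whose genes vary together.

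Totals per library were 49198894 to 79899912 counts. A gene with 3 counts in a library corresponds to 0.0375 to 0.061 CPM, taken as the floor. Intervals for shares of counts are 95% Wilson intervals. Read pairs carried no molecular identifiers, so intervals and floors cover counting error only. The chromatin accessibility and proteomics data of the study were not analysed here.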

Results

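To examine which transcripts differ in muscle fibre nuclei after delivery of an shRNA against Yap, counts from 6 libraries of PCM1-positive nuclei were compared, 3 labelled LacZ-shRNA and 3 labelled Yap-shRNA. The LacZ-shRNA libraries held 63301034, 49198894 and 79899912 counts in replicates 1 to 3, and the Yap-shRNA libraries held 79246886, 54414129 and 79128393. Mean totals were 64133280 ± 15367420 and 70929803 ± 14303116 counts (SD, n = 3, exact permutation p = 0.7). Replicates of a group were not the same library counted more than once, since the chi-square statistic per degree of freedom between replicates ranged from 27.6 to 345 over up to 12985 genes. The first principal component of log2 CPM held 83.5% of the variance and placed the 3 LacZ-shRNA libraries between -60.7 and -25.0 and the 3 Yap-shRNA libraries between 33.2 and 53.1.

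The targeted gene, Yap1 (ENSMUSG00000053110, GRCm38 chromosome 9, 7931999 to 8004596, minus strand, protein coding), was examined first. It had 8956, 6518 and 10102 counts in LacZ-shRNA replicates 1 to 3 and 13701, 7921 and 8369 counts in Yap-shRNA replicates 1 to 3. Normalised counts were 129 ± 7.58 CPM in the LacZ-shRNA libraries and 145 ± 25.6 CPM in the libraries labelled Yap-shRNA (SD, n = 3). The log2 fold change was 0.16 (SE 0.12, edgeR adjusted p = 0.313), so Yap1 counts were not lower in the libraries labelled Yap-shRNA and the groups overlapped. With the replicate number as a block the log2 fold change was 0.15 (adjusted p = 0.157). Among the alternatives, the replicate block with a transcript GC correction moved it past the threshold, at a log2 fold change of 0.24 and an adjusted p-value of 0.0407, and over all alternatives the adjusted p-value ranged from 0.0407 to 1. The counts cover the whole gene body, of which 12.8% is exonic, and 1 gene overlaps it on the opposite strand. Because these counts do not show the reduction that the label names, directions below are those of the libraries labelled Yap-shRNA relative to those labelled LacZ-shRNA. The counts cover nuclear RNA with introns and do not measure Yap protein. In other experiments of the study, western blots showed less Yap protein in muscles given the Yap-shRNA vector.

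**Figure D1:**
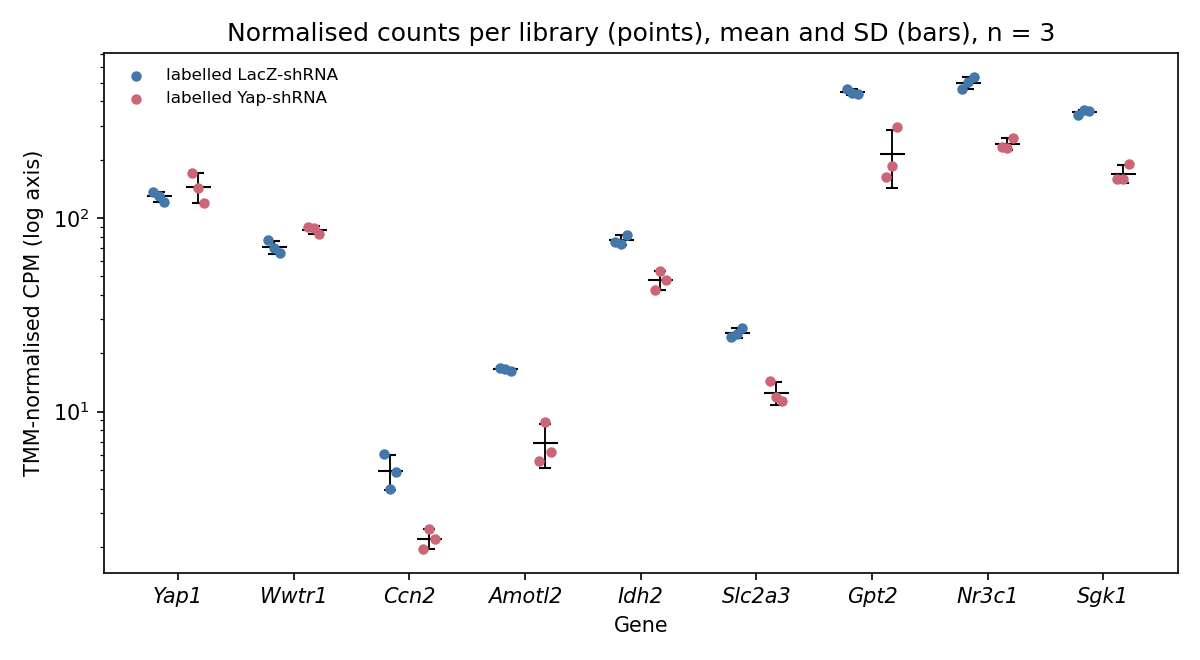
TMM-normalised CPM (log axis) of 9 genes in each of the 6 libraries, as points, with the mean and SD of each group (n = 3) as bars, where LacZ-shRNA is blue and Yap-shRNA is red. Yap1 overlaps between the labels (129 against 145 CPM on average), whereas Idh2 is lower in all 3 libraries labelled Yap-shRNA (76.8 against 47.9 CPM).

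Of 16436 genes, 6936 (42.2%) had an edgeR adjusted p-value under 0.05, 3729 of them higher and 3207 lower in the libraries labelled Yap-shRNA. A change of at least 2-fold was found for 1895 of the higher and 317 of the lower genes. The alternative that moved the count most was a test against a fold change of 1.5, which left 1537 genes (1279 higher and 258 lower). With the replicate number as a block, 7053 genes passed (3928 higher and 3125 lower), of which 6476 were shared with the fit without the block, all in the same direction. Deviations from the group means across genes correlated between same-numbered libraries at 0.443, 0.116 and 0.0821 for replicates 1, 2 and 3 (0.241 jointly), and pairing replicate 2 with 3 and 3 with 2 gave a higher joint value of 0.326. These correlations are across genes, which are not independent replicates. The groups did not overlap for 9126 genes (55.5%), where chance gives 10%. Of the genes under the threshold, 1608 overlap another gene on the same strand, and their counts are uncertain to that extent.

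**Figure D2:**
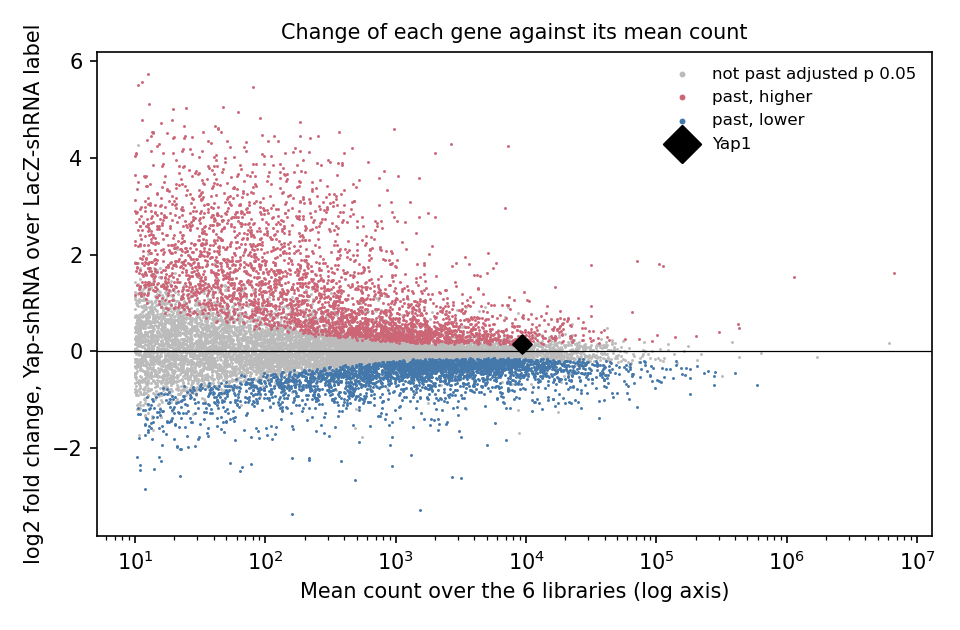
Log2 fold change (Yap-shRNA over LacZ-shRNA label) of each of the 16436 genes against its mean count over the 6 libraries (log axis), where grey points are above an adjusted p-value of 0.05, red points are higher and blue points lower under it, and the black diamond is Yap1. Changes of at least 2-fold under the threshold are mostly increases (1895 genes, against 317 decreases), and Yap1 lies close to 0.

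The study picked out genes of substrate metabolism and of glucocorticoid and receptor signalling from transcripts that were lower in these same data and were linked to enhancers of reduced accessibility (not analysed here), so that they are lower here follows from that choice, and their sizes and errors are given. Idh2, which encodes a mitochondrial isocitrate dehydrogenase (ENSMUSG00000030541, chromosome 7, 80094846 to 80115392, minus strand), had 76.8 ± 4.57 CPM in the LacZ-shRNA libraries and 47.9 ± 5.31 CPM in the libraries labelled Yap-shRNA (SD, n = 3), a log2 fold change of -0.68 (SE 0.088, edgeR adjusted p = 0.00147). With the replicate block it was -0.69 (adjusted p = 0.00155), and it passed in all alternatives except the test against a fold change of 1.5 (adjusted p = 0.296). The log2 fold changes of Slc2a3, Gpt2, Nr3c1, Sgk1 and Prkce were -1.03, -1.06, -1.06, -1.06 and -0.53, all under the threshold. Glul changed by -1.07 (SE 0.35, adjusted p = 0.04) and passed in 14 of 23 alternatives. Arrdc2 changed by -1.69 (SE 0.64, adjusted p = 0.0659) and did not pass, whereas with the replicate block it changed by -2.05 (adjusted p = 0.00262) and passed. Over 23 alternatives it passed in 8, with adjusted p-values from 0.00222 to 0.265. Its log2 fold change ranged from -2.77, without Yap-shRNA replicate 3, to -1.26, without Yap-shRNA replicate 1. Idh2, Slc2a3, Glul and Prkce each overlap 1 other gene on the same strand.

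Among Hippo pathway genes, the Yap-responsive genes Ccn2 and Amotl2 had log2 fold changes of -1.17 (SE 0.18, edgeR adjusted p = 0.0026) and -1.27 (SE 0.16, adjusted p = 0.00146), whereas Ccn1 did not pass (-0.54, adjusted p = 0.11). Ccn1 passed in 1 of 23 alternatives, the fit without Yap-shRNA replicate 1 (-0.78, adjusted p = 0.0342). Wwtr1, which encodes the Yap paralogue Taz, was higher by 0.30 on the log2 scale (adjusted p = 0.0126), as were Tead3 (0.30, adjusted p = 0.0118) and Tead4 (1.45, adjusted p = 0.000675). Tead2 was higher (2.25, adjusted p = 0.0374) from a mean of 15 counts. Tead1 did not pass (-0.24, adjusted p = 0.0647), and passed in 3 of 23 alternatives, over which its log2 fold change ranged from -0.33 to -0.15. Wwtr1 passed in 17 of 23 alternatives, Tead3 in 18 of 23 and Tead2 in 13 of 21. The increase of Wwtr1 and of Tead3 lost the threshold when libraries were scaled by their totals alone, that of Tead3 also under the transcript GC correction, and that of Wwtr1 also without LacZ-shRNA replicate 2 (adjusted p = 0.0692), LacZ-shRNA replicate 3 (adjusted p = 0.0618) or Yap-shRNA replicate 2 (adjusted p = 0.0674). Tead1 overlaps 1 other gene on the same strand.

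Of the genes encoding proteins that the study singled out, Suclg2 and Ampd1 were lower (-0.43 and -0.66, edgeR adjusted p = 0.00232 and 0.00282), and Amd1 and Smox were higher (0.52 and 0.73, adjusted p = 0.00547 and 0.0064). Pdk4 (-0.63, adjusted p = 0.0667) and Acadsb (-0.077, adjusted p = 0.339) did not pass. Pdk4 passed in 4 of 23 alternatives. The study reported more protein of Suclg2, Ampd1, Amd1 and Smox and less of Pdk4 and Acadsb. The RNA of Suclg2 and Ampd1 thus went the opposite way to the protein. The proteins were measured in whole gastrocnemius muscles of a separate cohort, whereas the counts are of RNA from sorted nuclei. On the same strand Ampd1 overlaps 2 other genes, and Acadsb and Col3a1 overlap 1 each. Among the genes used as sorting markers, Mstn was lower (-1.56, adjusted p = 0.00161), Col1a1 (1.84, adjusted p = 0.00486) and Col3a1 (1.73, adjusted p = 0.0125) were higher, and Myog and Fn1 did not pass (adjusted p = 0.158 and 0.27). Fn1 changed by 0.66, and passed in 1 of 23 alternatives, the fit without LacZ-shRNA replicate 3 (1.29, adjusted p = 0.0239). Of the 29 genes on the list, 21 passed after adjustment over all genes and 24 after adjustment over the list alone, and the list includes the genes chosen from these data.

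The 5 largest increases were those of Gbp2b, Cd274, Gbp5, Oasl2 and Zbp1, with log2 fold changes of 4.76, 4.59, 4.55, 4.47 and 4.46. Cd274 rose from 1.10 ± 0.783 to 27.6 ± 2.82 CPM (SD, n = 3). Gbp and Oas genes belong to families of similar sequence, between which reads could be split. The 5 largest decreases were those of Slc18a1, Prima1, Gm35161, Nr4a3 and Htra1, at -3.36, -3.28, -2.66, -2.62 and -2.60. Htra1 went from 69.3 ± 9.91 to 11.4 ± 0.926 CPM (edgeR adjusted p = 0.000268). Gm35161 is annotated as antisense and its counts are uncertain.

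Gene panels were compared to test for shared changes. The immune, TCA cycle and CCT/TRiC panels stand for processes that the study named from these same data, so their direction is not independent of that choice. The same holds for the glucocorticoid panel, which includes Sgk1 and Glul, genes the study picked out as lower. Of 17 panels, 10 had a camera adjusted p-value under 0.05, 5 higher and 5 lower, and the replicate block also gave 10 (same-numbered libraries correlated at 0.443, 0.116 and 0.0821, as above). When camera estimated the correlation between the genes of a panel in place of a fixed value, 0 panels passed and 1 had an unadjusted p-value under 0.05. The panel p-values given below are those at the fixed value and depend on it. The median log2 fold change of type I interferon-stimulated genes was 2.69 (33 genes, adjusted p = 1.59e-29), with per-library levels of -0.16 to 0.44 in LacZ-shRNA and 2.26 to 2.67 in Yap-shRNA libraries relative to the LacZ-shRNA mean. The block gave 2.66 (adjusted p = 3.87e-32). Antigen presentation, myeloid, lymphocyte and fibroblast panels had medians of 2.32, 2.78, 2.59 and 1.09, and only 11 of 24 listed lymphocyte genes were in the table. Tricarboxylic acid (TCA) cycle enzymes had a median of -0.26 (18 genes, adjusted p = 7.54e-05, block -0.26, adjusted p = 0.000195), and 12 of the 18 genes were lower under the threshold. Subunits of the CCT/TRiC chaperonin and prefoldin had a median of -0.31 (14 genes, adjusted p = 0.0314, block -0.32, adjusted p = 0.0275), with 8 of 14 lower. The decrease lay mainly in the chaperonin, of which all genes but Cct2 (-0.078) were lower under the threshold. Of the prefoldin genes only Vbp1 (-0.29) was. Pfdn1 changed by -0.0083, and Pfdn2, Pfdn4, Pfdn5 and Pfdn6 by 0.095, 0.23, 0.25 and 0.13, without passing. Respiratory complex I, complexes III to V and glucocorticoid-induced genes had medians of -0.22, -0.33 and -0.58. The glucocorticoid panel passed in 14 of 20 alternatives, the CCT/TRiC panel in 15 and the fibroblast panel in 16, and the glucocorticoid panel did not pass with fry (adjusted p = 0.113), with cameraPR (adjusted p = 0.0688), at a mean of at least 100 counts (adjusted p = 0.068), with estimated correlation (adjusted p = 0.607) or without Yap-shRNA replicate 1 or 2 (adjusted p = 0.0612 and 0.0707). Fatty acid oxidation (-0.079, adjusted p = 0.132), glycolysis (0.013, adjusted p = 0.85) and Yap/Taz target genes (0.18, adjusted p = 0.408) did not pass, nor did the adult fibre, endothelial, satellite cell and denervation panels. For the Yap/Taz target genes the camera test pointed to lower counts, although the median was positive. The adult fibre panel passed in 4 of 20 alternatives. Fatty acid oxidation, endothelial and denervation panels passed in 1 of 20 each, and the satellite cell panel in 1 of 19.

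**Figure D3:**
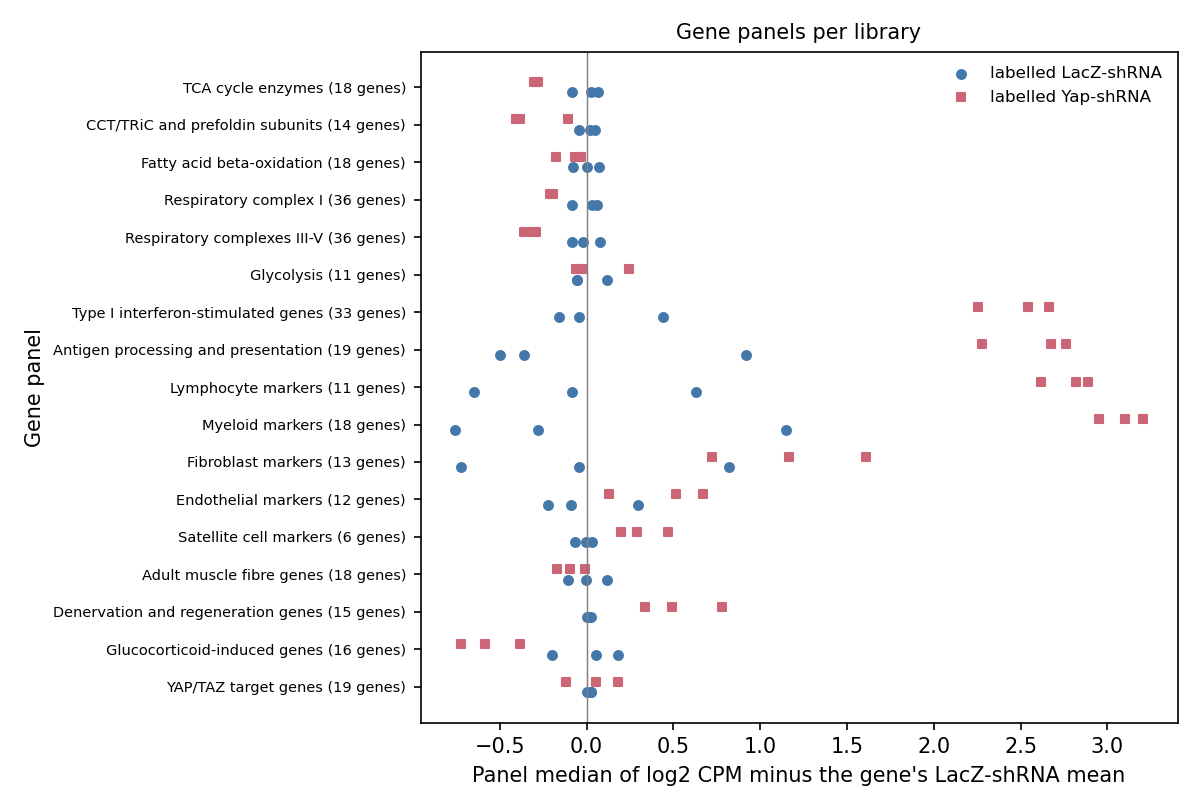
Level of each of the 17 gene panels in each of the 6 libraries, as the panel median of log2 CPM minus the gene's LacZ-shRNA mean, with LacZ-shRNA as blue circles and Yap-shRNA as red squares. Interferon, antigen presentation, lymphocyte and myeloid panels lie at 2.26 or above in the Yap-shRNA libraries, and LacZ-shRNA replicate 3 is the highest of its group in these panels (1.15 for myeloid markers).

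The genes Gm26917 and Gm42418, next to or over a ribosomal RNA pseudogene, took a larger share of the libraries labelled Yap-shRNA. This is called the ribosomal RNA share below, although whether the reads of Gm26917 are ribosomal RNA was not tested. The neighbouring genes Gm26917 (chromosome 17, 39843013 to 39846341) and Gm42418 (chromosome 17, 39846958 to 39848788) are annotated as noncoding RNAs. Gm42418 overlaps the pseudogene, whereas Gm26917 lies 12 bp from it. Most of the share came from Gm26917, with means of 4.98% in LacZ-shRNA and 14.2% in Yap-shRNA libraries. Together Gm26917 and Gm42418 took 5.009% (95% Wilson interval 5.004 to 5.015), 6.390% (6.383 to 6.397) and 6.209% (6.204 to 6.215) of counts in LacZ-shRNA replicates 1 to 3 and 11.182% (11.175 to 11.189), 16.030% (16.020 to 16.040) and 22.450% (22.440 to 22.459) in Yap-shRNA replicates 1 to 3. The means were 5.87 ± 0.751% and 16.6 ± 5.65% (SD, n = 3, exact permutation p = 0.1, the smallest that the design allows, and 0.129 after adjustment over 9 library measures). Of other genes typed as ribosomal RNA, CT010467.1 at the same locus was higher (log2 fold change 1.35). Gm24931 and Gm25669, on other chromosomes, were lower (-1.64 and -2.59), from means of 16.3 and 22 counts. Mitochondrial ribosomal RNA genes mt-Rnr1 and mt-Rnr2 were higher, with log2 fold changes of 1.79 and 1.80, and the mitochondrial messenger RNAs rose by less, with a median of 0.81. Leaving ribosomal RNA genes out gave 6938 genes under the threshold.

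**Figure D4:**
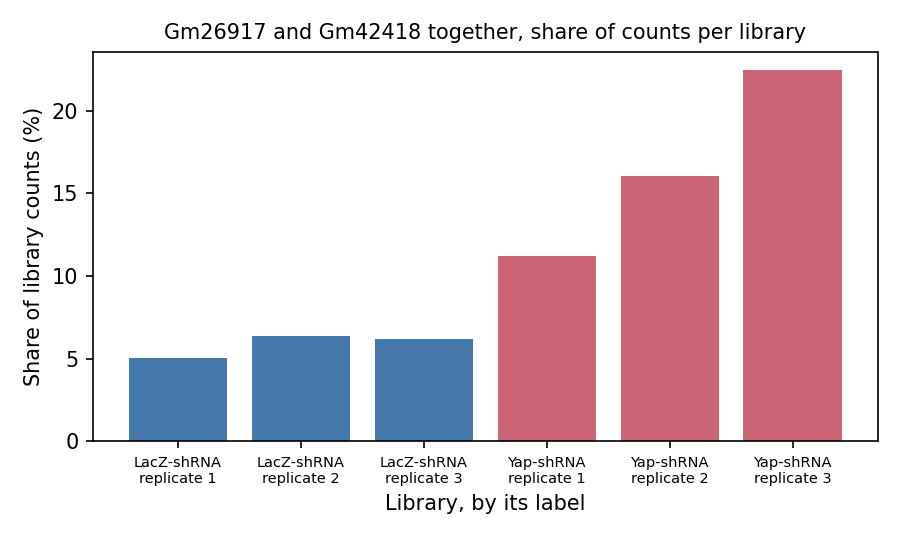
Share of library counts (%) taken by Gm26917 and Gm42418 together in each of the 6 libraries, as bars from 0, with LacZ-shRNA in blue and Yap-shRNA in red. The 3 libraries labelled Yap-shRNA lie at 11.182 to 22.450%, above the 5.009 to 6.390% of the LacZ-shRNA libraries.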

Values the study reported

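The study reported that sequencing of RNA from the sorted nuclei identified 6269 differentially expressed transcripts, of which 3851 rose and 2418 fell, at a false discovery rate below 0.05.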

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

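The ribosomal RNA, gene length, transcript GC and thinning alternatives were chosen after seeing the data and the others were fixed before. The trend correction behind the length and GC alternatives was also revised once after its first result, because it had scaled the libraries a second time. A fit with no filter on low counts was not run, since the table holds no gene with a mean under 10 counts.

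The number of genes under the threshold stayed within 1.5 times of 6936 in every alternative but the stricter threshold and the test against a fold change. An adjusted p-value under 0.01 gave 3788 genes (2074 higher, 1714 lower), and the test against a fold change of 1.5 gave 1537 (1279 higher, 258 lower). Across the 6 fits that each left out one library, from 5114 to 7047 genes passed (2646 to 3842 higher, 2411 to 3205 lower), 4421 genes passed in these 6 fits and in the fit of all libraries, and 0 shared genes changed direction. The other normalisations moved the median of all genes to at most 0.058 and at least -0.072, and library size only moved the share of higher genes by -9.49 percentage points to 44.3%.

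Yap1 stayed positive in all alternatives (0.027 to 0.28, adjusted p from 0.0407 to 1) and passed only under the replicate block with transcript GC correction (0.24, adjusted p = 0.0407); the cause was not tested. Leaving out one library gave 0.027 to 0.28. Idh2 stayed negative and lost the threshold only in the test against a fold change of 1.5 (-0.68, adjusted p = 0.296); leaving out one library gave -0.78 to -0.60. TCA cycle enzymes (-0.26) and interferon-stimulated genes (2.69) passed in all but camera with estimated correlation (both at adjusted p = 0.387), and leaving out one library gave -0.32 to -0.26 and 2.44 to 2.85. The CCT/TRiC panel was the least stable of the 3: it lost the threshold at a mean of at least 100 counts (-0.29, adjusted p = 0.0715), under camera with estimated correlation (-0.31, adjusted p = 0.568), under the transcript GC correction (-0.12, adjusted p = 0.104) and under the replicate block with transcript GC correction (-0.13, adjusted p = 0.0813), and leaving out one library gave -0.41 to -0.25 (adjusted p from 0.00184 to 0.0612). The cause was not tested.

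The number of panels was 0 of 17 under camera with estimated correlation, with 1 at an unadjusted p-value under 0.05, against 9 with fry, 8 with cameraPR and 7 of the 15 panels tested at a mean of at least 100 counts. Leaving out one library gave 9 to 12 panels.

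Among results above the threshold, glycolysis changed sign under library size only (-0.065), under transcript GC correction (-0.095), under the replicate block with that correction (-0.086) and in 3 of the fits that left out one library (range -0.074 to 0.070). Yap/Taz target genes changed sign in 2 of those fits (range -0.079 to 0.30), and Acadsb under transcript GC correction (0.063) and the replicate block with it (0.063). The cause was not tested. For the 51 results other than the numbers of genes and panels, Yap1, Idh2 and the TCA cycle, CCT/TRiC and interferon panels, 1127 comparisons were made. Of these 53 were weaker, 25 stronger and 10 reversed, the 10 being the sign changes just given, and 32 of the 51 results had at least 1 such change.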

Other observations

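The tests of ribosomal RNA depletion, of myeloid and lymphocyte markers, of the myeloid proportion, of the low counts, of the panel medians over splits, and of Yap1 were chosen after the result was seen. For the other tests the expected outcome was set down before the result of the test was seen, but the gene length, transcript GC, ribosomal RNA and thinning alternatives on which some of them rest were chosen after seeing the data, and the length and GC corrections were revised once after a first result. The reading of the gene length tests as undecided was also settled after their values were seen.

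The number of changed genes was set against other groupings of the 6 libraries. Of the 4 splits that part all same-numbered pairs, 1, the labelled one, gave as many genes; the 9 other splits gave 0 genes each, with 71 to 619 at an unadjusted p-value under 0.05. The other 6 splits keep 2 of the pairs within a group. With 4 such splits no share under 0.05 can be reached. Each of the 9 other splits sets 2 libraries of one label and 1 of the other against the reverse, so it holds part of any difference between the labels and also adds that difference to the spread within groups. These splits therefore do not show what libraries without a label difference would give. After correction for gene length 7004 genes passed, after correction for transcript GC 6139, of which 5369 were shared with the 6936 genes without correction, with ribosomal RNA genes left out 6938, and with counts thinned to the smallest library 6705. None of these moved the count by 1.5 times, although log2 fold change and transcript GC were related across genes (Spearman rho 0.311, 11618 genes, which are not independent). With gene length the relation was weak (rho -0.030), so that correction had little to remove between the groups and does not decide whether length matters. Leaving ribosomal RNA genes out moved the median of all genes only from 0.020 to 0.011. The unchanged count therefore does not decide whether their share matters. Scaling by library totals alone, which include those genes, gave 2785 higher and 3506 lower genes, against 3729 and 3207.

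Panels were counted over the same splits. Of the 4 splits that part all same-numbered pairs, 2, the labelled one included, gave 10 panels, and over all 9 other splits the number was 5 to 10. Panel medians as far from 0 as those of the TCA cycle, CCT/TRiC and interferon panels occurred in 1 of those 4 splits each, the labelled one. Since the other splits mix the labels, panels are expected to pass in them if the labels differ, and a smaller median is expected in them as well, so neither count tells a difference between the labels from correlated variation between libraries.

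Yap1 was not lower in the libraries labelled Yap-shRNA (log2 fold change 0.16). A candidate explanation is that reads from introns hide a change in mature RNA, since 12.8% of the gene body is exonic; the counts do not separate exons from introns, so this could not be tested further. Exchange of the group labels would make Yap1 higher in the libraries labelled Yap-shRNA if these nuclear counts follow a knockdown, which was not shown. The difference was positive and not under the threshold, so exchange is neither shown nor excluded. Ccn2 and Amotl2 were lower, but the 19 genes of the Yap/Taz target panel showed no common direction (median 0.18, camera adjusted p = 0.408, with 6 higher and 5 lower under the threshold). The 6 higher genes had LacZ-shRNA means of 0.43 (Nuak2) to 8.39 CPM (Axl). Means of the 5 lower genes were 4.96 (Ccn2) to 879 CPM (Crim1). Nuclei of other cells, considered below, could raise genes that are low in fibres, so the panel does not decide whether Yap activity fell in fibres.

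The higher interferon-stimulated genes may come from leukocyte nuclei among the sorted nuclei. Myeloid markers had a median log2 fold change of 2.78 and lymphocyte markers of 2.59, both close to the interferon panel. If myeloid nuclei carried interferon counts in the proportion seen among the 3 LacZ-shRNA libraries, the Yap-shRNA libraries would hold less: observed counts were 2.04 times the predicted. That line rests on 3 libraries and is extended far beyond them, so it is undecided. A response of muscle fibres therefore cannot be told apart from leukocyte nuclei in the sort. LacZ-shRNA replicate 3 was higher than replicates 1 and 2 in myeloid markers (1.15, against -0.76 and -0.28). The median after correction for gene length was 2.69, which for the reason given above neither supports nor excludes a part of gene length.

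Lowly counted genes were higher in the libraries labelled Yap-shRNA: the median log2 fold change was 0.32 for the 2362 genes with a mean count of 10 to 30 and -0.12 for the 3105 genes from 3000 counts. A difference as large between low and high counts occurred in 1 of the 4 splits that part all same-numbered pairs, the labelled one, and because the other splits mix the labels this count does not exclude noise of low counts. Genes under the threshold were 500 higher and 119 lower at a mean of 10 to 30 counts. From 100 to 300 counts they were 682 and 321, and from 3000 counts 415 and 1170. The median fell among well-counted genes too, from 0.12 (100 to 300 counts) to -0.048 (1000 to 3000 counts). Noise would favour neither direction and give no trend among well-counted genes, so these values argue against it as the sole source. Nuclei of other cells in the sorted fraction could raise genes that are low in fibres, and fibroblast markers had a median of 1.09, in the direction this hypothesis predicts. None of these markers had a mean of 10 to 30 counts (the lowest was Lum, at 62.7), so they do not test that range. The panel level of LacZ-shRNA replicate 3 (0.82) was above that of Yap-shRNA replicate 1 (0.72). A split that mixes the labels gave a median further from 0 (1.22 in absolute value), so the hypothesis is left open.

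The larger ribosomal RNA share is unexplained. Less complete depletion alone would leave mitochondrial messenger RNAs unchanged, but their median was 0.81. Carry-over of cytoplasm would raise genes with more exonic sequence, but log2 fold change and exonic share were not related (rho 0.016). Carry-over limited to mitochondria, or depletion acting with it, was not tested, and no biological explanation was tested.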
